A study of Mus musculus with 6 samples. Its data were reported in "Histone posttranslational modifications and cell fate determination: lens induction requires the lysine acetyltransferases CBP and p300" (2013).

How the data were processed

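Gene expression was measured in mouse embryos at embryonic day 9.5 on 6 Illumina MouseWG-6 v2 arrays. Per the labels, lens placode of wild-type (WT) embryos and surface ectoderm of CBP/p300 knockout (KO) embryos were collected by laser microdissection. All embryos were of mixed genetic background. CBP and p300 are lysine acetyltransferases. The study describes its double mutants as conditional: Cre inactivates both genes in the presumptive lens ectoderm, not in the whole embryo. RNA of 3 embryos was pooled for each genotype, and 3 separate amplifications of each pool (NuGEN WT-Ovation Pico, followed by biotin labelling) were hybridised to 1 array each. By the labels, the 3 arrays of a genotype are therefore technical replicates of 1 pool. The p-values here then measure only the spread between amplifications, and each test compares the 2 pools, not genotypes across embryos. The study, which describes arrays of embryos a day older, calls its 3 WT and 3 KO sets biological replicates. All 6 arrays lay on 1 BeadChip, so no slide effect could differ between the groups. The study's methods name Pax6-Cre for microdissected embryos a day older. The sources used here do not settle whether that comparison used these same arrays. For the embryos as labelled here, they do not give the Cre line.

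The authors deposited, for each array, the scanner's summarised bead intensity and a detection p-value for each of 45281 probes, before normalization. The deposited intensity was on a linear scale and had not been normalized between arrays. The deposited detection p-value compares a probe with the negative control beads of its array. The authors also deposited a table of processed intensities, made per their methods with GenomeStudio after cubic spline normalization (version not given in the sources used here). Each column of that table had a Spearman correlation of 1 with the scanner column of the same array and of at most 0.834 with any other, a median of 15.9 to 16.0, and 27.2% to 27.3% of values below zero. It was on a linear, background-subtracted scale, with no centring of genes and no direction to settle, and it served as an alternative.

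Raw median intensities were 141, 85.6 and 87.0 for WT replicates 1 to 3 and 95.5, 90.9 and 94.5 for KO replicates 1 to 3, with a median of 43 to 44 beads per probe. At a detection p-value under 0.01, 12212, 15325 and 15241 probes were above background in WT and 14759, 15353 and 17195 in KO. The background intensity was 114 on WT replicate 1 and 78.4 to 82.8 on the other arrays.

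Analysis was carried out in R 4.3.3 with limma 3.58.1. Background was corrected by normexp with parameters inferred from the detection p-values (offset 16), followed by quantile normalization and log2 transformation. Probes with a detection p-value under 0.01 on all 3 arrays of at least 1 genotype were kept (12697 probes, 7141 genes). A linear model with a mean per genotype was fitted (lmFit), variances were moderated (eBayes, 4 residual and 2.15 prior degrees of freedom), and p-values were adjusted by Benjamini-Hochberg over the kept probes. A probe was called at an adjusted p under 0.05 with an absolute log2 fold change of 1 or more. Fold changes are KO minus WT on the log2 scale, with limma's standard error (SE). GenomeStudio's own test was not run here, and limma took its place.

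A probe not above background on any array of a genotype has only a bound there. The bound sets the mean log2 value of the brighter genotype against the mean, over the arrays of the dimmer genotype, of the higher of the dimmest signal above background and the probe's own signal; it is written as "at least" a number of fold and holds for the background correction used here, since without it the fitted folds of the called genes compared were smaller. Where a probe was above background on only some arrays of a genotype, its mean there includes background readings, and the fold change is a fitted value, not an exact size. Gene symbols came from the platform annotation, which gave 1 symbol for 34885 probes, several for 18 and none for 10378; 34807 entries matched a current gene table by Entrez identifier, and 0 symbols changed.

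Gene lists were tested with camera on gene level values (the brightest kept probe of each symbol by mean over all 6 arrays), two-sided, with a preset correlation of 0.01 between genes and, beside it, with an estimated correlation. Of 28 lists fixed before the data were examined, 23 had at least 5 measured members and were tested, with Benjamini-Hochberg adjustment over these. Members of a list were also adjusted over the list alone, with the same fold minimum. The genes that the study listed as decreased in its mutant, with the subset it marked as lens-enriched and the genes it picked out as shared with a Pax6 mutant, were tested the same way, together with Fisher's exact test (two-sided) for the share of members called lower.

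Genes were named by a fixed rule: Crebbp and Ep300; the genes that the study followed in this tissue; the 12 called genes with the largest decrease and the 12 with the largest increase; and, from each list described, up to 4 called members (at most 2 per direction) or, with none called, the 2 members with the smallest p. Other called or list members named were chosen after their values were seen. A gene with several probes is given by its brightest, with disagreement of tested probes stated. Probes that failed the filter were mostly left aside.

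The fit was tested on simulated data drawn from the means and variances of the 12697 probes, with 50 probes changed at each of 4 sizes. It recovered 0 of 50 probes at a log2 change of 1, 18 at 2, 21 at 3 and 34 at 4, with 7 false calls among 80. The number of arrays limits the precision, and a gene that was not called may still have changed.

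Alternatives were the deposited processed values, no background correction, median scaling, an offset of 50, no filter and a strict filter on dim probes, a detection threshold of 0.05, a trended and robust variance model, array weights, a replicate block, leaving out each array in turn, other thresholds, and other settings of the list test.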

Results

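The lens placode is the ectoderm from which the lens later grows. Per the labels, lens placode of WT embryos was profiled at embryonic day 9.5 (3 arrays). The other arrays held surface ectoderm of embryos lacking CBP and p300 (KO, 3 arrays). CBP and p300 are lysine acetyltransferases that act as transcriptional coactivators. The question was which genes depend on these enzymes as the placode forms. The tissue label differs together with the genotype, so the contrast cannot separate an effect of genotype from a difference in dissected tissue. The 3 arrays of a genotype were separate amplifications of 1 pool of RNA from 3 embryos. Between 12212 and 17195 of the 45281 probes on an array were above background (26.97% to 37.97%). Pearson correlations between arrays, taken across the 12697 probes tested, which are not independent replicates, were 0.846 to 0.856 within KO, 0.772 to 0.790 within WT and 0.733 to 0.776 between genotypes. The WT arrays were the more variable, with a median SD of 0.59 on the log2 scale against 0.47 in KO. WT replicate 1 had the highest raw median intensity (141) and the fewest probes above background (12212).

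The transcripts of the targeted genes were examined first. Crebbp, which encodes CBP, had a mean log2 intensity of 7.27 ± 0.30 in WT (SD, n = 3) and 7.46 ± 0.90 in KO, with 7.198, 7.60 and 7.01 on the WT arrays and 7.17, 8.47 and 6.75 on the KO arrays. Ep300, which encodes p300, had 7.197 ± 0.56 in WT and 7.38 ± 2.25 in KO, with 6.94, 7.84 and 6.81 on the WT arrays and 5.70, 6.49 and 9.94 on the KO arrays, and was above background on 2 of the 3 KO arrays. The differences were 0.19 ± 0.50 (SE, limma, Benjamini-Hochberg adjusted p = 0.910) for Crebbp and 0.18 ± 1.10 (adjusted p = 0.963) for Ep300, and leaving out 1 array turned the sign of each (Crebbp -0.32 without KO replicate 2; Ep300 -0.01 without WT replicate 3 and -1.11 without KO replicate 3). A second Crebbp probe read 0.11. A second Ep300 probe was not above background on any WT array and was at least 3.03-fold brighter in KO, without passing the test (adjusted p = 0.0738). Probes can lie outside the part of a gene that is deleted. Where these probes lie was not examined, so the values cannot settle whether the genes were inactivated. Ep300 is on the study's list of decreased genes, whereas its brightest probe here read 0.18.

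The next question was which single genes differed between the pools. Has2, the synthase that makes hyaluronan, was among the genes that fell most in KO, from 9.84 ± 0.28 to 5.84 ± 0.18 (log2 intensity, SD, n = 3; limma adjusted p = 0.0119), and was above background on 1 of 3 KO arrays. Hapln1, which links hyaluronan to proteoglycans, fell from 9.17 ± 0.53 to 5.12 ± 0.35 (adjusted p = 0.0228), and was likewise above background on 1 KO array, so that the sizes of both decreases rest partly on background readings. Chrna4, a subunit of the nicotinic acetylcholine receptor, was measured on all arrays and fell from 11.86 ± 0.46 to 7.47 ± 1.12 (adjusted p = 0.0479). Ntrk2, the receptor for brain-derived neurotrophic factor, was not above background on any KO array and fell at least 8.75-fold (adjusted p = 0.00616). Pitx3, a homeobox regulator of lens development, fell at least 5.80-fold (adjusted p = 0.0201; a fitted 4.07-fold without background correction).

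The largest decreases also included Spon2, a secreted matrix protein (at least 11.9-fold, adjusted p = 0.0479), and Arsi, an arylsulfatase (at least 11.1-fold, adjusted p = 0.0323). Lypd2, of the LY6 family, fell at least 7.83-fold, Cep70, a centrosomal protein, at least 6.35-fold, and Csn3, which encodes kappa-casein, at least 5.23-fold. Sulf1, which trims sulfate groups from heparan sulfate, fell from 9.38 ± 0.27 to 6.13 ± 0.45 and was above background on 2 KO arrays, while another Sulf1 probe read -1.04 (adjusted p = 0.696). Plat, the tissue plasminogen activator, fell from 8.83 ± 0.68 to 5.60 ± 0.50 and was above background on 1 KO array. Untested probes of Spon2, Arsi, Plat and Ntrk2 were not above background on any WT array, while another untested Ntrk2 probe read -1.45. The decreases of these genes rest on 1 tested probe each. Jag1, a Notch ligand, fell 8.76-fold, from 9.60 ± 0.33 to 6.47 ± 0.50 (adjusted p = 0.0323). All 3 tested probes of Igfbp5, which binds insulin-like growth factors, were called, at -3.09 to -2.76. In all, 54 probes were lower in KO by limma with Benjamini-Hochberg adjustment, for 44 named genes, and 23 of them were not above background on any KO array.

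Xist, the RNA that coats the inactive X chromosome, rose most: its 4 probes were not above background on any WT array and were each at least 13.4-fold brighter in KO (limma adjusted p = 0.00570 to 0.0113). Alx4, a homeobox gene of craniofacial and limb mesenchyme, rose at least 10.7-fold (adjusted p = 0.0489). Its other probes were too rarely above background to be tested and read 0.18 and 0.19, so the rise rests on a single probe. Dnm2, a dynamin of membrane fission, rose at least 5.68-fold (adjusted p = 0.0201), and Mal2, a membrane protein of epithelial transport, at least 5.40-fold (adjusted p = 0.0273). The uncharacterised 1500015A07Rik rose at least 4.64-fold and Flvcr2, a transporter of the FLVCR family, at least 4.39-fold.

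For the remaining large increases the tested probes of a gene disagreed. The called probe of Tpm4, a tropomyosin, was at least 4.37-fold brighter in KO, whereas its brightest probe read -0.26 (adjusted p = 0.738) and another read -0.04. For Sf3b6, a splicing factor, the called probe was at least 6.37-fold brighter and the brightest read -0.96 (adjusted p = 0.330). The called probes of Tsn, which encodes translin, Cnot2, of the deadenylase complex CCR4-NOT, and Tia1, a stress granule protein, were at least 4.14-, 4.60- and 4.30-fold brighter, while the brightest probes read -0.33, 0.52 and 1.08 with adjusted p = 0.784, 0.748 and 0.224. The called probe of Kmt5b, a histone H4 lysine methyltransferase, read 3.98 ± 0.45 (SE, adjusted p = 0.0323) and was above background on 1 WT array, and the brightest read 0.62 (adjusted p = 0.694). In all, 53 probes were higher in KO, for 35 named genes, and 43 of them were not above background on any WT array.

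All 107 called probes had 3 KO arrays on the same side of 3 WT arrays, as did 2737 of the 12697 tested (21.6%). The share by chance would be 10% if the 6 arrays were exchangeable. The arrays of a genotype share 1 pool, and a call favours separated groups, so this is no added support for the calls. The balance of directions moved with the processing: 54 lower and 53 higher here, 68 and 102 with the deposited processed values, 29 and 63 with median scaling, and 15 and 10 without background correction. Sizes moved too: without background correction the log2 change was over 1.5 times smaller for 28 of 35 called genes compared, and the fitted fold lay under the bound given here for 21 of 23, so a bound holds only for the processing used. With any 1 of the 6 arrays left out, 0 probes were called lower by limma, and 0 were called higher except 1, of Xist, without WT replicate 3; at an unadjusted p under 0.05, these fits still had 681 to 840 probes lower and 804 to 1193 higher, against 839 and 1089 with all arrays.

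The transcription factors of the lens placode were examined next. Of 19 measured genes on this list, 17 had negative fold changes, with a median of -1.58, and the list fell as a group (camera adjusted p = 2.42e-08; adjusted p = 0.137 with an estimated correlation). Foxe3, a forkhead regulator of lens epithelium, was not above background on any KO array and fell at least 3.24-fold (limma adjusted p = 0.0404; a fitted 2.71-fold without background correction). With Pitx3 it made 2 genes called over all probes. Adjusted over the list alone, 12 genes fell: besides these, Maf (-2.73 ± 0.61, SE; adjusted p = 0.115 over all probes), Bcor (-2.59), Mab21l1 (-1.90; a dimmer probe was called at -2.10), Zeb2 (-1.86), Sox2 (-1.74 ± 0.27; adjusted p = 0.0552), Prox1 (-1.59 ± 0.53; adjusted p = 0.238), Otx1 (-1.58), Mycn (-1.58), Meis2 (-1.21) and Eya1 (-1.18). Maf, Bcor and Otx1 were above background on 2 of 3 KO arrays each. A dimmer Sox2 probe read 0.41, and a dimmer Meis2 probe 0.55. Otx2, a homeobox gene of head and eye, rose at least 2.03-fold adjusted over the list alone. Of the 19, 12 were also on the study's own list of decreased genes, so their direction here is not independent of that list. Blood genes rose in the same comparison, by a median of 1.39.

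Pax6, the paired and homeodomain regulator needed for lens induction, was bright in both pools, with 11.46 ± 0.33 in WT and 11.25 ± 0.16 in KO (difference -0.20 ± 0.29, SE; limma adjusted p = 0.814; -0.39 without WT replicate 3), and its other tested probe read -0.54 (adjusted p = 0.422). Six3, a homeobox gene that acts with Pax6, read 0.15 ± 0.43 (adjusted p = 0.922), or -0.15 without WT replicate 2. Sox11 read -0.03 ± 0.23 (adjusted p = 0.967), and its other probes -0.28, -0.75 and -0.25. Cited2, which binds CBP and p300, read -1.05 ± 0.73 (adjusted p = 0.576; -1.81 without WT replicate 1 and -0.60 without WT replicate 2), and its other probes -0.33 and -0.31. Among other genes followed by the study, Etv5, an ETS factor of FGF signalling, read -1.76 ± 0.47 (adjusted p = 0.165), Jun -1.82 ± 0.97 (adjusted p = 0.455; -0.83 without WT replicate 1) and Cdh1, which encodes E-cadherin, -0.39 ± 0.24 (adjusted p = 0.530). Trp63 and Bmp7 were above background on 2 WT arrays and no KO array, Cryab on 1 WT and 2 KO arrays and Cryaa on none, and these were not tested.

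**Figure D1:**
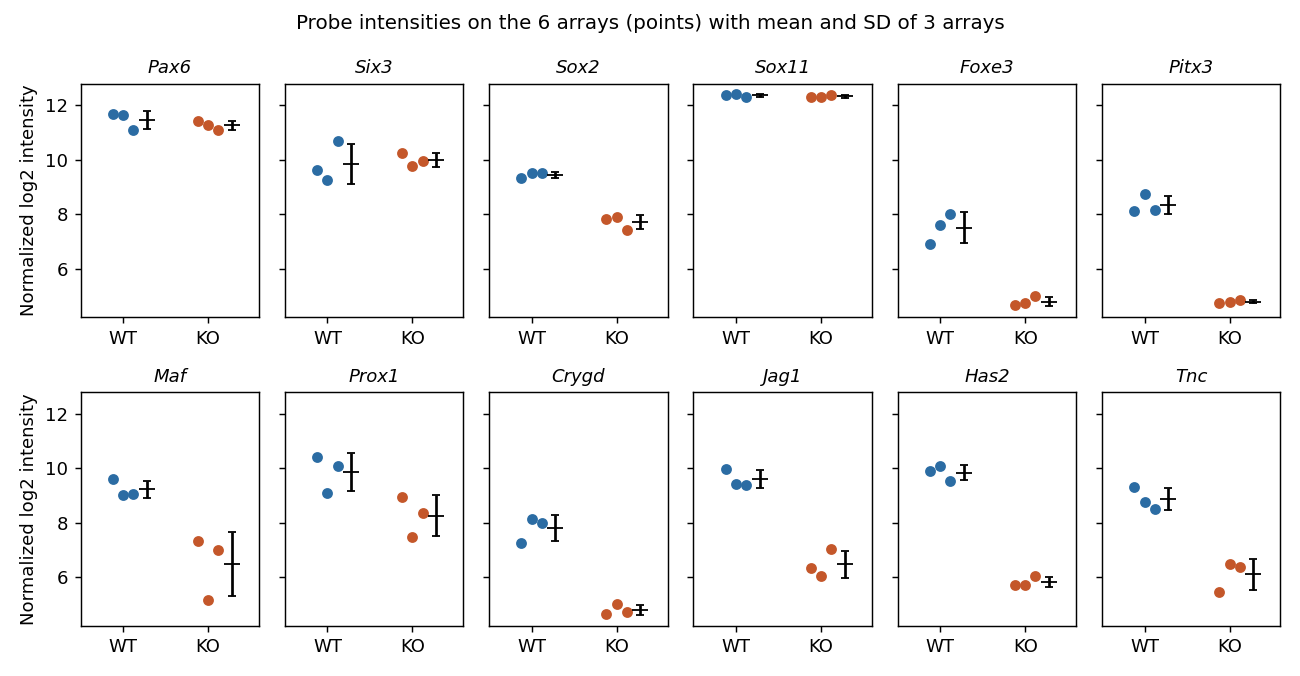
Normalized log2 probe intensity (vertical axis) of 12 genes in WT and KO, with points for single arrays and the mean with SD of 3 arrays beside them. On the brightest probe, shown here, Pax6, Six3 and Sox11 overlap between genotypes. Foxe3, Pitx3, Crygd, Jag1, Has2 and Tnc, each called lower, do not overlap. Neither do Sox2, Maf and Prox1, which were not called, nor a dimmer probe each of Pax6 (-0.54) and Sox11 (-0.75), not shown.

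Few lens structural genes were measured at this stage. Of 16 crystallin genes on the array, 2 were measured: Crygd fell at least 4.03-fold (limma adjusted p = 0.0271; a fitted 3.13-fold without background correction), and Cryge read -3.65 ± 0.55 (SE; adjusted p = 0.0533 over all probes), above background on 1 KO array, and fell adjusted over the list alone. Both were on the study's list. Of 5 measured genes for lens fibre membrane and cytoskeleton, Jag1 fell, and the median of the list was -0.38, or -0.07 with no filter (camera adjusted p = 0.109). The surface ectoderm list had a median of -0.31 over 14 genes, or -0.13 with no filter (camera adjusted p = 0.109) and 0 genes called over all probes. Adjusted over the list alone, Cdh3, which encodes P-cadherin, fell (-1.95 ± 0.35, SE), as did Tfap2c, an AP-2 factor of ectoderm (-1.39 ± 0.27). On the list of preplacodal and other placode genes, Eya1 (-1.18) and Dlx5 (-1.58) fell adjusted over the list alone, and the list did not pass (5 genes, camera adjusted p = 0.288), with a median of -1.18 that shrank to -0.20 without WT replicate 2 and to -0.05 with no filter. Dlx5 was above background on 2 KO arrays.

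Markers of neighbouring tissues were measured beside these groups. The blood list rose, with a median of 1.39 over 5 genes, or 0.55 with no filter on dim probes (camera adjusted p = 0.000204; adjusted p = 0.137 with an estimated correlation) and 0 genes called over all probes. The globins Hba-x (1.77 ± 0.33, SE), Hba-a1 (1.39 ± 0.30) and Hbb-bh1 (1.16 ± 0.32) and the red cell anion exchanger Slc4a1 (2.15 ± 0.70) rose adjusted over the list alone, and Hbb-y read 0.71. Slc4a1 was above background on 2 WT arrays and read 1.36 without WT replicate 1. Periocular mesenchyme and neural crest genes went both ways (11 genes, median 0.81, or -0.032 with no filter, camera adjusted p = 0.4999): adjusted over the list alone, Alx4 (at least 10.7-fold), Col1a1 (2.996), Lum, which encodes the proteoglycan lumican (at least 2.70-fold), and Col3a1 (2.35) rose, whereas Snai2 (-2.86), Pdgfra (-2.21) and Snai1 (at least 1.41-fold) fell. Of these, Col1a1 and Col3a1 were above background on 1 WT array and Snai2 on 2 KO arrays. Cldn5, the tight junction claudin of endothelium, was the only measured gene of 15 on its list and rose at least 6.43-fold adjusted over the list alone (adjusted p = 0.0711 over all probes). Of 8 optic vesicle genes (median 0.26, or 0.097 without KO replicate 2, camera adjusted p = 0.539), Otx2 rose at least 2.03-fold adjusted over the list alone, and Lin28a, an RNA-binding protein of early development, read -0.998, with its other probes at -0.65 and 0.25. Of 13 macrophage genes on the array, 0 were measured.

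Genes of retinoic acid metabolism fell as a group, with all 6 measured members negative and a median of -0.99, or -0.30 with no filter on dim probes (camera adjusted p = 0.00362; adjusted p = 0.289 with an estimated correlation). Aldh1a3 (-1.28 ± 0.26, SE) and Aldh1a7 (-1.95 ± 0.47), aldehyde dehydrogenases of the family that makes retinoic acid, fell adjusted over the list alone. The extracellular matrix list also fell, with a median of -0.38 (-0.22 without WT replicate 2) and 15 of 19 members negative (camera adjusted p = 0.00698; adjusted p = 0.289 with an estimated correlation), and lost its call without WT replicate 1 (adjusted p = 0.0525). Has2 and Tnc, which encodes the matrix glycoprotein tenascin C (-2.75 ± 0.40, limma adjusted p = 0.0489; above background on 2 KO arrays), were its called members. This Tnc probe passed in 0 of 9 other settings (adjusted p = 0.0515 to 0.209), while a dimmer Tnc probe was called at -3.06 (adjusted p = 0.0335). The rise of the blood genes (median 1.39) went with these decreases. Of the study's decreased genes, 2 were among the 6 retinoic acid genes and 9 among the 19 matrix genes. Of 6 Notch pathway genes (median -0.88, or -0.18 with no filter, camera adjusted p = 0.0765), Jag1 fell over all probes and Notch2 (-1.29 ± 0.26; above background on 1 KO array) adjusted over the list alone. Of 5 Wnt targets (median -0.40, or -0.11 with median scaling, camera adjusted p = 0.342), Ccnd1, which encodes cyclin D1, fell adjusted over the list alone (-1.09 ± 0.29), and Ccnd2 read -0.57 (-0.26 without WT replicate 2). The lists of FGF and ERK targets (12 genes, median -0.37, or 0.25 without KO replicate 2, camera adjusted p = 0.271; Etv5 -1.76, Ccnd1 -1.09) and CREB and immediate early genes (6 genes, median -0.85, or -0.054 with no filter, adjusted p = 0.288; Jund -1.42, above background on 2 KO arrays, and Ier3 2.62, on 1 WT array) did not pass. Only 4 BMP targets were measured, with a median of -0.02 (Dlx5 -1.58, Id1 0.46, or 0.16 without WT replicate 3).

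**Figure D2:**
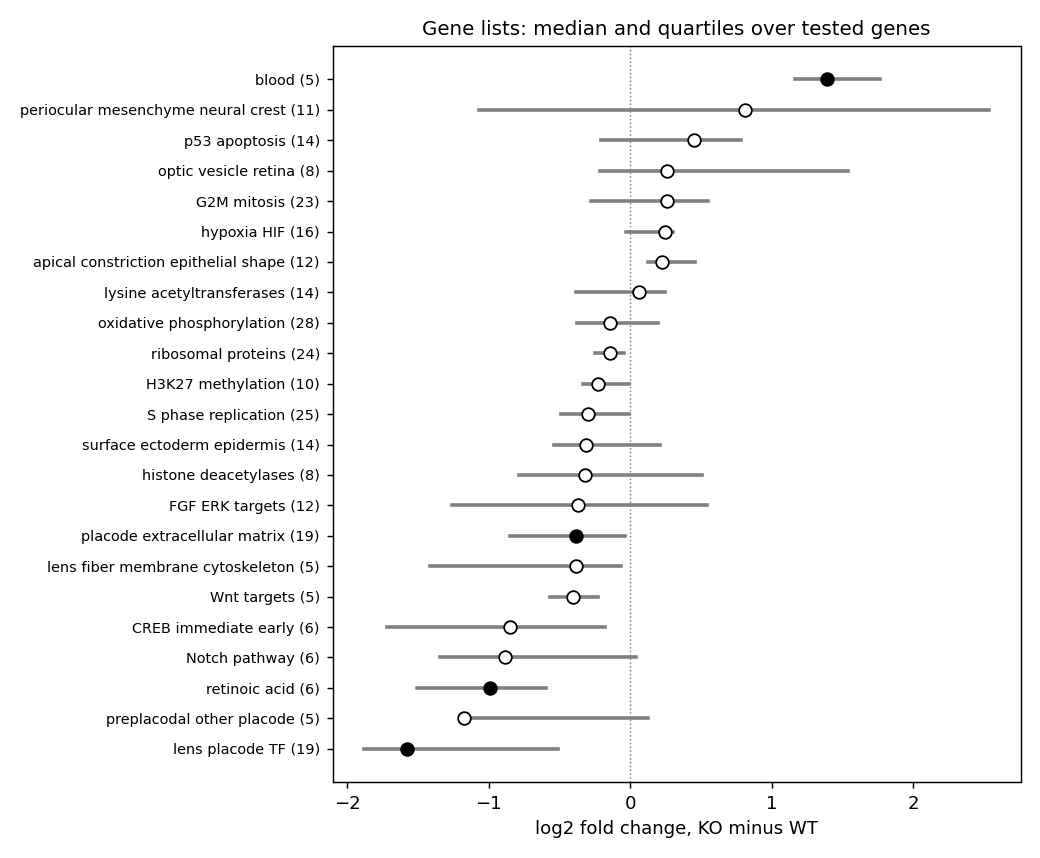
Median log2 fold change, KO minus WT (horizontal axis), of the 23 gene lists tested (number of genes in parentheses), with bars from the lower to the upper quartile of the members; filled circles mark lists past the threshold with the preset correlation. The lens placode transcription factors lie lowest at -1.58 and blood highest at 1.39.

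The arrays were then compared with the genes that the study listed as decreased in its mutant ectoderm. The study describes its expression comparison for embryos a day older, but the list itself names no stage, so it is not known to be independent of these samples and is not independent evidence of a decrease. Of 353 measured genes on the list, 17 fell and 0 rose over all probes (4.82%, against 18 or 0.265% of 6788 other genes; Fisher's exact p = 8.65e-14), and 51 fell and 6 rose adjusted over the list alone. The median was -0.21 against 0.04 for other genes (camera adjusted p = 5.14e-06), with 208 members negative and 145 positive. Among the 116 lens-enriched members the median was -0.74 and 7 fell (6.03%; Fisher's exact p = 1.15e-06). A last part of 40 entries holds genes that the study picked out for the most significant decreases shared with a Pax6 mutant, not all the genes shared. Low values on it were therefore largely to be foreseen from how it was picked. Its 29 measured members had a median of -2.57, or -2.35 with 5 genes at their bounds, and 9 fell over all probes. These were Spon2, Arsi, Chrna4, Has2, Tnc, the chemokine Cxcl14, the axon guidance ligand Slit2, the atypical cadherin Fat4 and the hair cell and retinal protein Clrn1. With an estimated correlation, the camera adjusted p was 0.00109 for the whole list and for its lens-enriched part. The blood and mesenchyme genes described above moved with the same contrast, and the globin Hba-a1 was among the 6 listed genes that rose.

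**Figure D3:**
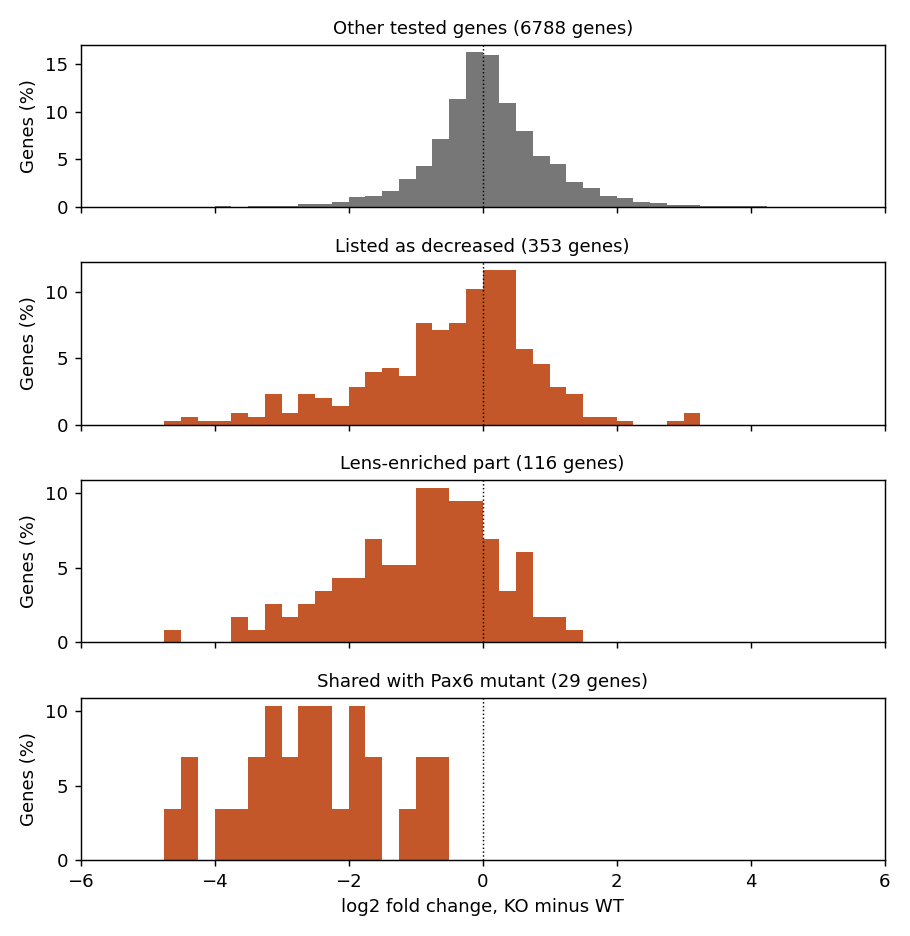
Share of genes in percent (vertical axis) by log2 fold change, KO minus WT (horizontal axis), for 6788 other tested genes, the 353 genes listed by the study as decreased, the 116 lens-enriched ones and the 29 that the study picked out for decreases shared with a Pax6 mutant. Of the 353 listed genes, 208 lie below zero and 145 above it; the position of the 29 reflects in large part how they were picked.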

Values the study reported

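For head surface ectoderm at E10.5, a day later than the arrays described here, the study reported that 231 transcripts fell in its CBP/p300 double knockout as well as in a Pax6 conditional knockout. Of the top 563 transcripts that it found decreased in the double knockout at that stage, it reported 205 (36%) as preferentially expressed in the lens. Among its top 50 differentially expressed genes, 34 (68%) were lens-enriched in the same resource.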

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

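All alternatives were planned. The 35 called genes followed through the settings (Sema6a and the named genes given by a called probe) kept their direction in every setting that kept their probe, with log2 changes 1.06 to 1.89 times smaller without background correction, and the 3 lists from the study, chosen by it for decreases, kept their sign and call throughout. Their medians ranged from -0.24 to -0.17 (all genes), -0.76 to -0.41 (lens-enriched) and -2.67 to -1.59 (shared with the Pax6 mutant), and with 1 array left out from -0.32 to -0.18, -0.87 to -0.64 and -2.62 to -2.27. Of the named genes called, Tnc passed in 0 of 9 other settings, Clrn1, Fat4 and Plat in 1, and Alx4, Csn3, Flvcr2, Foxe3, Postn and Slit2 in 3. Counts of probes were less stable. Against 54 lower and 53 higher, limma called 68 and 102 with the deposited values (45 and 51 of them shared), 15 and 10 without background correction, 29 and 63 with median scaling, 26 and 27 with an offset of 50, 36 and 30 without a filter, 2 and 0 with the strict filter, 21 and 24 with the detection threshold at 0.05, 69 and 71 with the trended robust variance model, 39 and 44 with array weights, 1 and 3 at an adjusted p under 0.01, and 0 and 0 at an adjusted p under 0.001. The strict filter leaves out each probe that is not above background on all 6 arrays, which removes most called probes. Called probes of Chrna4, Jag1 and Igfbp5 pass this filter, so with 2 calls left some kept probes also lost their call. The cause of that loss and of the other shifts was not tested. With 1 array left out, the counts ranged from 0 to 0 lower and from 0 to 1 higher. Those fits have fewer residual degrees of freedom. Same-numbered arrays deviated from their group means with correlations of -0.013, 0.0013 and -0.026, so the numbers do not pair the arrays; with the replicate number as a block, limma called 0 probes lower and 0 higher (772 and 1042 at an unadjusted p under 0.05), and camera 4 gene lists. The 4 gene lists called became 7 without a filter (27 lists tested) and 7 with the detection threshold at 0.05 (24 tested), 0 with an estimated correlation, and 3 to 5 with 1 array left out. Signs turned in values close to zero: Crebbp (-0.32 to 0.56 with 1 array left out), Ep300 (-1.11 to 1.03), Six3 (-0.15 to 0.56), FGF targets (-0.66 to 0.25) and lysine acetyltransferases (-0.18 to 0.092 with 1 array left out, -0.063 with the strict filter and -0.063 with the detection threshold at 0.05). The mitotic list read 0.022 without a filter, epithelial shape 0.096 and ribosomal proteins -0.33 with median scaling, histone deacetylases -0.18 without KO replicate 3, and hypoxia targets 0.12 without WT replicate 3. The periocular list read -0.032 without a filter, and the p53 list -0.0043 with the mean over probes; the cause was not tested. Signal over background limits most folds here, since 23 of 54 lower and 43 of 53 higher probes were not above background in the dimmer genotype.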

Other observations

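The remaining gene lists did not pass the list test with the main settings. Lysine acetyltransferases (14 genes) had a median of 0.06 (camera adjusted p = 0.539). Its sign turned in 5 of 6 fits with 1 array left out and in 2 of 13 other settings. The circadian factor Clock read -1.76 and Naa60, an acetyltransferase of protein N-termini, 1.80, neither past the test. Naa60 read 1.1998 without KO replicate 3 and was above background on 2 WT arrays. Histone deacetylases (8 genes) had a median of -0.32 (adjusted p = 0.539; Hdac5 1.58, above background on 2 WT arrays, and Hdac11 -2.00, on 1 KO array) and writers and erasers of H3K27 methylation (10 genes) -0.23, or -0.14 without KO replicate 2 (adjusted p = 0.539; Rbbp7 1.14, with 1 of its other probes at -0.77, and Eed -0.75, or -0.40 without WT replicate 2). Replication genes read slightly low, with a median of -0.30 and 19 of 25 negative (camera adjusted p = 0.0699). Gins1 read -0.69 and Gins2 -0.58. The replication list passed in 4 of 13 other settings and in 1 of 6 fits with 1 array left out. Of the mitotic genes, 14 of 23 were positive (median 0.26, down to 0.071 with 1 array left out, camera adjusted p = 0.539). Bub1b read -1.47 and Anln 0.98, or 0.58 without WT replicate 1. Targets of p53 had a median of 0.45 over 14 genes (camera adjusted p = 0.288), down to 0.19 with 1 array left out. The sign turned with the mean over probes (-0.0043), and the list passed in 1 of 13 other settings. Its members include the death receptor gene Tnfrsf10b and Plk2 (1.17, above background on 2 WT arrays). The brightest Tnfrsf10b probe read 1.09 ± 0.26 (SE; limma adjusted p = 0.125), while 2 dimmer ones, not above background on any WT array, were called at least 2.97- and 1.95-fold higher in KO (adjusted p = 0.0479 and 0.0371), and its other probes were not called.

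Genes of epithelial shape had a median of 0.22 over 12 genes (camera adjusted p = 0.539), yet Myl9, a regulatory light chain of myosin, fell adjusted over the list alone (-2.78 ± 0.63, SE), above background on 1 KO array, and Myh10 read 0.71 (0.36 without WT replicate 3). Hypoxia targets (16 genes) had a median of 0.25 (adjusted p = 0.473; P4ha1 1.18, above background on 1 WT array, or 0.78 without KO replicate 1, and Ankrd37 0.91, or 0.54 without WT replicate 1), oxidative phosphorylation (28 genes) -0.14 (adjusted p = 0.271; Ndufa1 -0.72, Cycs -0.80, with its other probes at 0.81 and 0.84) and ribosomal proteins (24 genes) -0.15 (adjusted p = 0.109; Rps20 -1.85, above background on 1 KO array, and Rps7 -0.54). Postn, which encodes the matrix protein periostin, rose at least 3.75-fold in KO (adjusted p = 0.0489).

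Of the tests that follow, those of tissue mixture for the lens placode factors were chosen after the results were seen; the others were set out beforehand. Xist was above background in 12 of 12 KO readings and 0 of 12 WT readings, with a lowest KO value of 9.53 and a highest WT value of 5.30. A candidate explanation is that the pools of 3 embryos differed in sex, with female embryos in the KO pool alone (beside male ones, since 1 of the 2 probes of the Y-linked Eif2s3y was above background on all 3 arrays of each genotype, and the other on 3 KO and 2 WT arrays). The 2 measured Y-linked genes had a median of -0.89 (Eif2s3y -1.29, limma adjusted p = 0.409, and -0.79 without KO replicate 3; Kdm5d -0.48, adjusted p = 0.760, and -0.07 without KO replicate 1), too few and too variable to decide. A change of Xist with the genotype was not tested and stays open.

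The lens placode factors fell with a median of -1.58 (camera adjusted p = 2.42e-08, or 0.137 with an estimated correlation). The optic vesicle genes did not show the fall that more optic vesicle tissue in the WT dissections would give. The 7 measured ones not on the lens list had a median of 0.011 (quartiles -0.33 to 1.07). That median is the value of Sfrp2, which the study listed as decreased and lens-enriched. Of the 8 measured optic vesicle genes, 3 were also on another list. So few and mixed genes cannot decide how much optic vesicle tissue each dissection held. With Otx2, the gene on both lists, left out of each, the difference of the lists was -1.59 (two-sided permutation p = 0.00412). That permutation shuffles genes within 1 contrast of 2 pools and measures no spread between dissections. The surface ectoderm genes argue against a smaller share of ectoderm in the KO dissections as the whole cause. Their list had a median of -0.31. The difference of -1.27 was larger than between random groupings of the 33 genes (permutation p = 0.0109), which again shuffle genes only. The list cannot tell lens placode from other ectoderm. The labels name lens placode for WT and surface ectoderm for KO, so the share of placode within the ectoderm was not tested. A lower ectoderm share, which the higher blood genes (median 1.39) may reflect, could still account for a part. Cldn5, the only measured endothelial gene, was higher in KO too, while mesenchyme genes went both ways (7 of 11 positive, 4 negative). Loss of the coactivators, the biological difference of the design, remains a hypothesis, as does a slower development of the KO embryos, which was not tested.

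The called probes were checked against other probes of the same genes. For 19 of the 44 named genes called lower, 26 other tested probes had a median of -1.88 (bootstrap 95% interval -2.44 to -0.99), with 22 negative and 5 also called. These values argue against noise of single probes as the cause of the decreases of these genes as a set. Only probes past the detection filter were counted, and genes without another tested probe are not covered. Probes of a gene share an amplification, so noise common to them was not tested. For 18 genes called higher, 38 other probes had a median of 0.64 (interval 0.04 to 1.53), and 0.52 without Xist, with 27 positive. Probe-level noise may thus account for some of the increases and stays open, as does use of other transcript forms, which was not tested.

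There are 10 ways to split 6 arrays into groups of 3, too few for a share under 0.05. The real split gave 54 lower and 53 higher probes, 4 lists and medians of 0.21, 0.74 and 2.57 in size for the study's lists. No other split called more than 2 probes one way (2 lower and 0 higher in 1 split, 0 in the rest), and the highest of the others gave 1 list and medians of 0.16, 0.32 and 1.06 in size. Every other split mixes arrays of both pools within a group, so any difference between the pools, whatever its cause, favours the real split. The comparison of splits therefore gives no support for an effect of genotype.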
